A study of Drosophila melanogaster and Drosophila melanogaster x Drosophila simulans and Drosophila simulans with 6 samples. Its data were reported in "Molecular Insights into Female Hybrid Sterility in Interspecific Crosses between Drosophila melanogaster and Drosophila simulans" (2024).

How the data were processed

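Polyadenylated RNA from ovaries was sequenced in 6 libraries, 2 from D. melanogaster carrying the Hmr2 allele, 2 from the F1 hybrid daughters of such females and D. simulans males, and 2 from the D. simulans line w501. Hmr2 is an allele of the hybrid incompatibility gene Hmr that partly restores the survival of hybrid females. The line also carries an inversion of the X chromosome, to which the study attributes a further rescue activity. The groups and the replicate numbers were taken from the sample titles.

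The authors kept reads of high base quality and assigned them with kallisto, in single-end mode, to the merged RefSeq transcripts of both species. Transcripts of protein-coding genes were then summed to genes with tximport without rescaling. The deposited estimated counts are therefore reads per gene that need not be whole, because a read matching several transcripts is divided between them. The deposited TPM values (abundance of each transcript relative to all transcripts of the library) were computed by the authors over all transcripts of both species, so the listed protein-coding genes sum to less than the whole. No option for strand is stated for the kallisto run, and overlapping genes on opposite strands can therefore share reads. The table held 13973 D. melanogaster and 14256 D. simulans features. The header of the column with the estimated counts of D. melanogaster replicate 2 repeats the TPM name of that library, and the column was identified from its values, which divided by a length are proportional to the TPM. Another 6 columns of per-sample transcript lengths carry no sample name and were not used here.

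All 13973 D. melanogaster identifiers matched the RefSeq table of the Release 6 assembly, the assembly the authors used, and symbols and positions were taken from it. Exons were taken from the Ensembl annotation of the same assembly. The D. simulans identifiers matched neither of the reference tables of gene names, so D. simulans genes are given by identifier, and pairs of orthologous alleles were not analysed here. The planned test of the difference between the alleles and the planned classes of orthologue pairs were for this reason not run. Transposon families and small RNAs were not analysed here.

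Estimated counts were rounded to whole numbers. Hybrid libraries were compared with each parent over the genes of that parent, in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided), after filterByExpr with its minimum of 10 counts. TMM factors were computed within the gene set, so a fold change is relative to the other genes of that parental genome in the hybrid, and a uniform halving of dose does not appear as a change. Genes were called at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change was its absolute value divided by the square root of the quasi-F statistic. Normalised read counts are CPM within the parental gene set after TMM scaling. A group in which both libraries had 3 counts or fewer was treated as at the detection floor, and its fold change is given as a lower bound against 3 counts. Lists of chorion, vitelline membrane, yolk, germline, follicle cell, piRNA pathway and steroid genes were tested in the D. melanogaster genes with camera (preset correlation between genes 0.01, two-sided), with adjustment over the 7 lists. Correlations across genes were computed from log2 mean TPM of genes with TPM above 0 in both groups. Python 3.11.15 with scipy 1.17.1 was used for the remaining tests.

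The comparisons, lists, alternatives and the rule for naming genes were set before the data were examined, except where stated. Named are 13 genes the study singles out and, in each comparison, the 3 largest increases and 3 largest decreases, or 2 and 2 in D. simulans, where identifiers have no names. These were taken among called genes with both hybrid libraries beyond both parental libraries, a mean log2 CPM at or above the median of tested genes, and wrongly assigned counts of at most 5%. Wrongly assigned counts are the CPM of a gene in the libraries of the other parent, as a percentage of the higher of its means in its own parent and in hybrids. A gene list could share members with another list.

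Totals ranged from 12981002 to 22363396 estimated counts per library. Wilson 95% intervals are given for shares of counts in single libraries, and intervals and floors cover counting error only, since PCR copies were not told apart. A chi-square comparison over genes gave 67.1 per degree of freedom for the D. melanogaster replicates, 8.52 for the hybrids and 15.8 for D. simulans, so each pair was kept as 2 separate libraries. The edgeR step was tested on simulated counts of 8202 genes, 200 of them changed by 2 on the log2 scale in either direction. It recovered 96.5% of these, and 3.32% of its calls were false. Simulated genes were called by adjusted p-value alone, without the minimum fold change. Their dispersion depended on expression level only, and equal numbers of the changed genes rose and fell. A small further set of lowered genes was not counted as false. The share of false calls under the full rule in these data is therefore not shown.

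The alternatives were DESeq2 1.42.0 on the same genes without independent filtering, RLE factors, scaling to the whole library with the hybrid at 0.5 of the dose, no filter, at least 10 counts in every library, a replicate block, an offset for average transcript length derived from the counts and TPM of each library, removal of genes with more than 5% wrongly assigned counts, no minimum fold change, a test against a 1.5-fold change, and leaving out each library in turn. For the lists, the rotation test fry of limma 3.58.1 was also run. For the correlations, a minimum TPM of 1 and a pseudocount of 1 were tried. Subtraction of expected wrongly assigned counts, DESeq2 without a filter and the use of lower bounds in the numbers of 10-fold differences were added after seeing the data. DESeq2 was first run on unfiltered genes and was moved to the tested genes only after that run. The replicate numbers come from the titles, and same-numbered libraries are different animals.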

Results

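Ovarian transcriptomes of D. melanogaster Hmr2, of D. simulans w501 and of their F1 hybrid daughters were represented by 2 libraries each. The libraries of D. melanogaster held 19443493 and 13625547 estimated counts, those of hybrids 16810398 and 17101727, and those of D. simulans 12981002 and 22363396. At these totals, 3 counts correspond to between 0.134 and 0.231 CPM.

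Reads were assigned to the genes of both species at once, and the parental libraries show how often a read was placed in the wrong species. D. melanogaster genes took 97.1% ± 0.184 (SD, n = 2) of the counts in D. melanogaster libraries and 2.63% ± 0.0328 (SD, n = 2) in D. simulans libraries. In hybrid ovaries their share was 46.4% ± 1.84 (SD, n = 2). The share was 45.1% in hybrid replicate 1 (Wilson 95% interval 45.08% to 45.13%) and 47.7% in replicate 2 (47.69% to 47.73%), so the replicates differed by more than counting error. With features of at least 10 counts the mean share was again 46.4%.

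**Figure D1:**
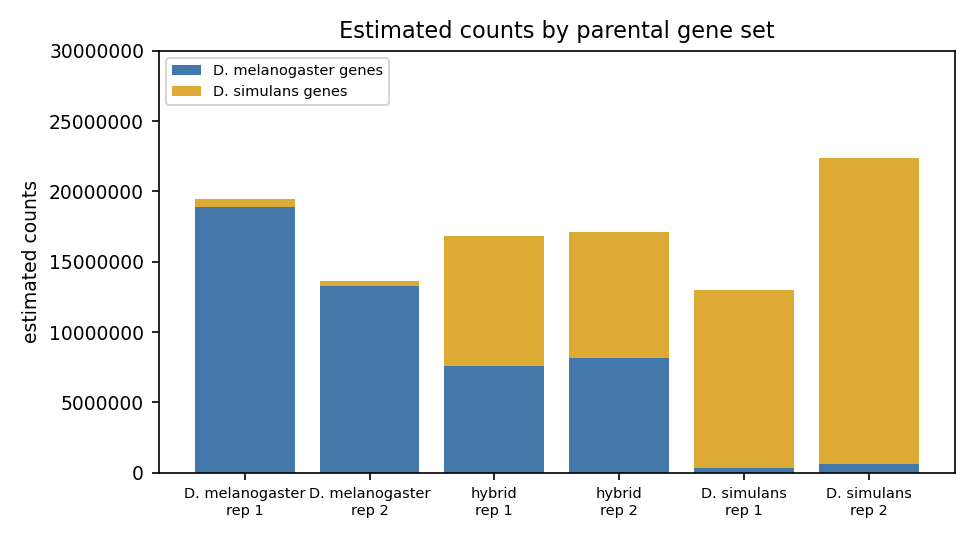
Estimated counts (vertical axis) in each of the 6 libraries, with the part on D. melanogaster genes and the part on D. simulans genes stacked. The hybrid libraries hold 7582260 and 8159323 counts on D. melanogaster genes and 9228138 and 8942405 on D. simulans genes.

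Expression of each parental genome in hybrid ovaries was first compared with that in the parent across genes. Over 11066 D. melanogaster genes, the Pearson correlation of log2 mean TPM between hybrids and D. melanogaster was 0.959 and the Spearman correlation was 0.962. Over 10226 D. simulans genes, the correlations between hybrids and D. simulans were 0.945 and 0.968. Genes are not independent replicates, and no p-value is attached to these 2 comparisons. The pseudocount of 1 over all genes moved the Pearson value of the D. simulans genes most, to 0.981.

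To find D. melanogaster genes with altered expression, hybrids were compared with D. melanogaster over 8202 tested genes. In edgeR, 1086 genes (13.2%) passed both thresholds, of which 245 were higher and 841 were lower in hybrid ovaries. Higher genes made up 22.6% of the calls. The edgeR estimate was at least 10-fold for 17 of the higher and 84 of the lower genes. With genes at the detection floor kept only where their lower bound reached 10-fold, the numbers were 14 and 61. The median log2 fold change of all tested genes was 0.00. Wrongly assigned counts exceeded 5% for 75 of the higher and 45 of the lower genes. All 1086 called genes had both hybrid libraries on one side of both D. melanogaster libraries. Among all tested genes such a separation was seen in 73.7%, where chance gives 33.3%. Measured as a fold of these numbers, higher genes moved most without a minimum fold change, to 558, and lower genes moved most in the test against a 1.5-fold change, to 518.

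In the corresponding comparison of 8207 D. simulans genes, 1225 genes (14.9%) passed, 425 higher and 800 lower in hybrids. The estimate was at least 10-fold for 90 of the higher and 67 of the lower genes, and for 82 and 39 with the lower bounds. Wrongly assigned counts exceeded 5% for 123 of the higher and 124 of the lower genes. Higher genes were 34.7% of the calls, and 49.0% when libraries were scaled to their totals over both species, which moved the median log2 fold change of all D. simulans genes by 0.26. The biological coefficient of variation was 9.51% in this comparison and 16.2% in that with D. melanogaster. The numbers of called genes in the 2 comparisons therefore rest on different replicate error and were not tested against each other.

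The gene Hmr, on the X chromosome at 10590920 to 10595855 of the Release 6 assembly, carries the Hmr2 allele in the D. melanogaster line. Its normalised read count was 60.3 ± 34.8 (SD, n = 2) in D. melanogaster and 132 ± 9.23 (SD, n = 2) in hybrids. The D. simulans libraries had 0 and 1 counts on it. The log2 fold change was 1.13 (SE 0.36), with an edgeR adjusted p-value of 0.0572 over all genes and 0.0183 over the list of 13 genes. The labels do not state an effect of the allele on Hmr mRNA, and these counts do not check them.

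The study examined the expression of both parental alleles of piRNA pathway genes, which silence transposons in the germline, in hybrids. It reported the D. simulans alleles of rhi and del at or above the level expected in hybrids. By its RT-qPCR, the D. melanogaster alleles of both were hardly expressed, and its Western blots showed no D. melanogaster Rhi protein. The D. simulans alleles could not be identified here. The D. melanogaster allele of rhi lies on chromosome arm 2R at 17628491 to 17633516. Its normalised read count fell from 43.9 ± 2.74 (SD, n = 2) to 3.91 ± 4.30 (SD, n = 2), a log2 fold change of -3.47 (SE 0.59, edgeR adjusted p-value 0.00863). The hybrid replicates differed, with 7 and 59 counts. The D. melanogaster allele of del, on 2L at 21145137 to 21148546, fell from 209 ± 56.8 (SD, n = 2) to 10.3 ± 0.387 (SD, n = 2), a log2 fold change of -4.34 (SE 0.25, edgeR adjusted p-value 0.000352). Oxp lies on 2R at 17633797 to 17634167, next to rhi, and both overlap the span of CG10936 without sharing exons with it. Oxp had 286 and 148 counts in D. melanogaster and 2 and 3 in hybrids, at least 38.4-fold lower (edgeR adjusted p-value 0.000862).

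The D. melanogaster alleles of the other listed piRNA pathway genes changed less. The log2 fold change of aub was -1.26 (SE 0.16, edgeR adjusted p-value 0.00309), and that of piwi was -0.77 (SE 0.16, edgeR adjusted p-value 0.016), below the 2-fold threshold. AGO3 (-0.40, SE 0.16), cuff (-0.29, SE 0.27) and vas (0.01, SE 0.17) had edgeR adjusted p-values of 0.105, 0.426 and 0.972. vas shares 24.6% of its exonic bases with solo, so its value is uncertain.

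The steroid genes of the list act in the synthesis of ecdysone. The D. melanogaster alleles of all 4 were low in hybrids, and their D. simulans alleles could not be identified here. sad had 124.8 and 91.4 counts in D. melanogaster and 4.52 and 5.84 in hybrids, a log2 fold change of -3.40 (SE 0.40, edgeR adjusted p-value 0.00241). The log2 fold change of sro was -3.51 (SE 0.52, edgeR adjusted p-value 0.00544). GstE14 was at least 8.35-fold lower (edgeR adjusted p-value 0.00366). dib had 23.6 and 12.6 counts in D. melanogaster and 0 in both hybrid libraries, at least 3.29-fold lower (edgeR adjusted p-value 0.0127). A 20.3% part of the exonic bases of dib is shared with wit on the opposite strand. Over the 13 genes, 8 were called with adjustment over all tested genes and 9 with adjustment over the list alone. Exons of 9 of the 18 named D. melanogaster genes overlap another protein-coding gene, for 2 of them over more than 10% of their exonic bases.

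**Figure D2:**
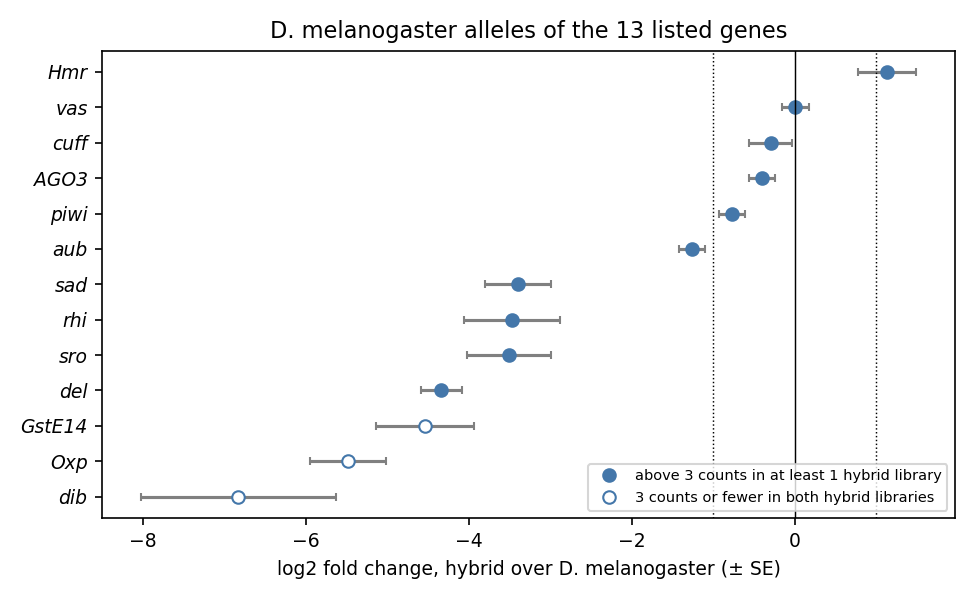
Log2 fold change of hybrid over D. melanogaster libraries (horizontal axis, with standard errors from 2 libraries per group) for the D. melanogaster alleles of 13 listed genes, with dotted lines at -1 and 1. Open circles stand for genes with 3 counts or fewer in both hybrid libraries, whose true change can be larger or smaller than drawn, and vas lies at 0.01 while del lies at -4.34.

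Of the D. melanogaster genes passing the naming rule, the largest decreases were those of del, of yin on X at 3862966 to 3871939 (log2 fold change -4.49, SE 0.22, edgeR adjusted p-value 0.000253) and of Syt4 on 3R at 7266065 to 7270809 (-3.91, SE 0.19, 0.000253). The largest increase among genes passing the rule was that of CG30345 on 2R at 9148689 to 9151892, from 7.40 ± 0.153 (SD, n = 2) to 120 ± 20.2 (SD, n = 2) normalised counts. Its log2 fold change was 4.01 (SE 0.20, edgeR adjusted p-value 0.000253). It was followed by sls on 3L at 2039681 to 2115611 (1.93, SE 0.17, edgeR adjusted p-value 0.000875) and bt on 4 at 724400 to 776474 (1.73, SE 0.32, edgeR adjusted p-value 0.0114). Both encode large proteins of muscle.

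Among D. simulans genes passing the naming rule, LOC120285374 rose from 1.12 ± 0.151 (SD, n = 2) to 289 ± 23.3 (SD, n = 2) normalised counts, a log2 fold change of 8.03 (SE 0.14, edgeR adjusted p-value 2.55e-07). LOC6726258 had 15.5 and 42.1 counts in D. simulans and 4158 and 3839 in hybrids, a log2 fold change of 7.91 (SE 0.15, edgeR adjusted p-value 2.55e-07). Neither had a count in the D. melanogaster libraries. LOC6740171 (-3.64, SE 0.15, edgeR adjusted p-value 1.63e-05) and LOC6739830 (-3.19, SE 0.15, edgeR adjusted p-value 2.02e-05) decreased most among the genes passing the rule.

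Gene lists for parts of the ovary were then compared with the other D. melanogaster genes. With camera, 5 of the 7 lists had an adjusted p-value below 0.05, each lower in hybrids. The median log2 fold change was -3.10 for 13 steroid genes (adjusted p-value 0.000169), -2.21 for 9 chorion genes (4.59e-05), -2.10 for 4 yolk genes (3.93e-07), -1.496 for 8 vitelline membrane genes (1.41e-06) and -1.39 for 15 follicle cell genes (5.33e-06). Of the steroid genes 9 were lower and 4 higher, of the follicle cell genes 12 and 3, and of the vitelline membrane genes 7 and 1. All chorion and yolk genes were lower. The medians of 24 germline genes (-0.12, adjusted p-value 0.285) and 41 piRNA pathway genes (-0.08, adjusted p-value 0.0788) were not set apart with camera. The camera values assume a correlation of 0.01 between the genes of a list. With fry, which uses the replicate error within each list, the chorion list no longer passed, at an adjusted p-value of 0.123. The other lower lists passed with fry less clearly than with camera. Their fry adjusted p-values were 0.031 for the steroid, yolk and follicle cell lists and 0.033 for the vitelline membrane list. The piRNA pathway list passed with fry (adjusted p-value 0.031) and with camera when no filter was used (adjusted p-value 0.0123). The chorion genes differed by a median of 1.11 on the log2 scale between the D. melanogaster replicates and by 1.62 between the hybrid replicates. The adjusted p-values of the chorion list ranged from 1.53e-07 to 0.123 over the alternatives.

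**Figure D3:**
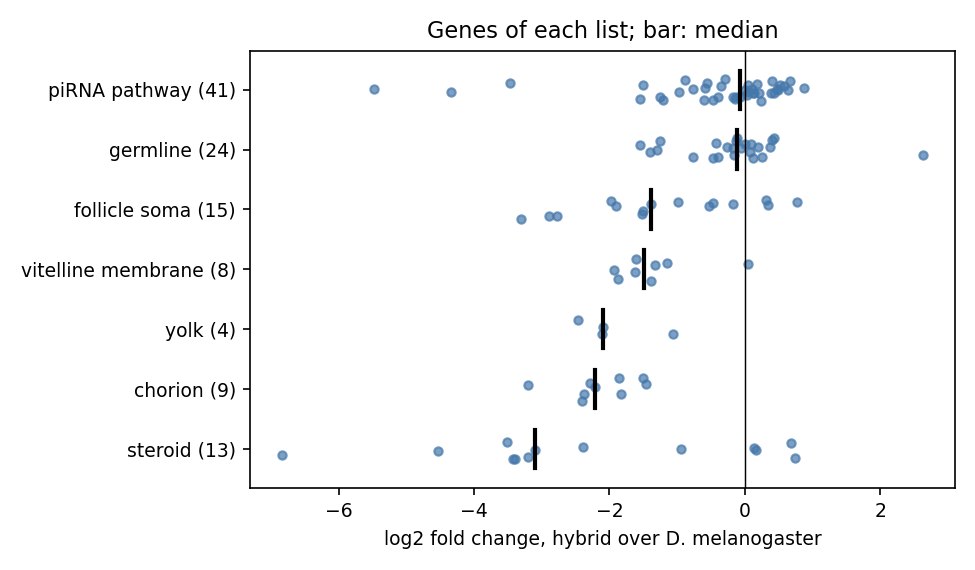
Log2 fold change of hybrid over D. melanogaster libraries (horizontal axis) for each tested gene of 7 lists, one point per gene, with the number of genes in parentheses and a bar at the median. The medians run from -3.10 for the steroid list to -0.08 for the piRNA pathway list.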

Values the study reported

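The study gave Pearson coefficients of 0.94 for hybrids against D. melanogaster and 0.93 for hybrids against D. simulans. In the parental species, over 95% of the reads fell on transcripts of the right species. For 60.3% of orthologous gene pairs, the study found both alleles at the level expected in hybrid ovaries. In 15.2% a single allele was raised, in 9.8% both alleles were raised and in 5.2% both were lowered.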

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

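The test of rhi by reads of D. simulans, the check of single genes under a mixed sample and the test on unlisted transcripts were chosen after the result was seen. With 2 libraries per group, no test for an outlying library was possible, and without orthologue pairs no difference between the responses of the alleles was tested.

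A part of the TPM of every library lies outside the listed genes. It was 23.6% and 42.5% in D. melanogaster, 28.3% and 32.5% in hybrids, and 46.1% and 24.4% in D. simulans, so replicates of each parent differed by more than the groups did. If libraries of similar read number lost listed reads to unlisted transcripts, dividing the total counts by the listed share would even them out. The coefficient of variation fell from 20.7% to 9.01%, which is 43.5% of its former size. This may account for much of the difference in total counts between replicates. What the unlisted transcripts are was not analysed here, and no biological explanation was tested, as the groups do not differ in this respect.

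Signal was also present on the genes of the species a library does not contain. Of the D. melanogaster features, 282 had a higher mean in D. simulans libraries than in D. melanogaster libraries, with more than 3 counts in both D. simulans libraries. For D. simulans features in D. melanogaster libraries the number was 122. If such reads were placed in the wrong species at a constant rate, hybrids would lie midway between the parents. The median log2 ratio of the hybrid value to that midpoint was -0.19 for the D. melanogaster features, within the 0.5 set for it, and reads placed in the wrong species may explain this group. For the D. simulans features it was -0.53, just beyond that limit, and a constant rate may not be the whole explanation there. Sequence differences of the lines from the reference and reads shared by related genes were not tested and remain.

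The D. melanogaster gene rhi had 38 counts in D. simulans replicate 2 and 0 in replicate 1, as well as 59 in hybrid replicate 2 and 7 in replicate 1. The rate in D. simulans replicate 2 predicts 15.6 counts in hybrid replicate 2, below the lower Poisson bound of 44.9 for the count seen. The rate in D. simulans replicate 1 predicts 0. Reads misplaced at either of these rates do not account for the 59 counts, although the rates themselves differ between the replicates. A mixture of D. melanogaster ovary RNA into hybrid replicate 2 would raise the other lost genes too. Over 83 other genes with an estimated loss of at least 10-fold, the median log2 ratio of replicate 2 to replicate 1 was 0.00, in part because many had no counts in either. It was -0.061 over the 60 genes left when lower bounds were used for genes at the detection floor. A mixture of 13.8% would be needed for rhi, and it predicts at least 10 counts for 37 of the genes. Of these, 2 showed at least 0.5 of the predicted excess. The other lost genes do not show such a mixture, while the counts cannot be told apart from reads misplaced at a rate that varies between libraries. By RT-qPCR, the study found the D. melanogaster allele of rhi hardly expressed in hybrid ovaries. Whether single hybrid females retain expression of the allele was not tested.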

How the results depend on the processing

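The numbers of called genes stayed within 1.5 times of the values above under most alternatives. The test against a 1.5-fold change gave 122 higher and 518 lower D. melanogaster genes. Without a minimum fold change there were 558 higher D. melanogaster genes, and 1832 higher and 2039 lower D. simulans genes. With at least 10 counts in every library, which by its construction removes genes low in either group, 278 D. simulans genes were higher. With the lower bounds of genes at the detection floor, which were applied after seeing the data, 39 D. simulans genes in place of 67 were at least 10-fold lower. Scaling to whole libraries moved the D. simulans calls from 34.7% to 49.0% higher genes, with a shift of the median by 0.26, so the balance of higher and lower D. simulans genes depends on the scaling. The cause was not tested. DESeq2 on the same genes shared 977 of the 1086 D. melanogaster calls and 1060 of the 1225 D. simulans calls.

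With the replicate number as a block, 298 D. melanogaster genes were higher and 901 lower, and 429 D. simulans genes were higher and 803 lower. Same-numbered libraries are different animals and did not deviate together, with a correlation of -0.000165 in the D. melanogaster genes and 0.035 in the D. simulans genes. The list medians under the block were -3.08 for steroid, -2.30 for chorion, -2.10 for yolk, -1.51 for vitelline membrane, -1.38 for follicle cell, -0.12 for germline and -0.08 for piRNA pathway genes.

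Across the 4 fits that each left out one library, genes with an estimated change of at least 2-fold, without a test, numbered from 390 to 599 higher and from 838 to 1247 lower for D. melanogaster, where the full data gave 395 and 1010. For D. simulans they numbered from 454 to 547 higher and from 817 to 977 lower, where the full data gave 490 and 887. The share of D. melanogaster counts in hybrids ran from 45.1% to 47.7%. The Pearson correlation ran from 0.943 to 0.961 in D. melanogaster genes and from 0.937 to 0.940 in D. simulans genes. With a minimum TPM of 1 it was 0.926 and 0.936, and with a pseudocount of 1 it was 0.979 and 0.981. The cause was not tested.

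The chorion list, at a median of -2.21, did not pass with fry. The piRNA pathway list, at -0.077, passed with fry (adjusted p-value 0.031) and with no filter (median -0.11), and its median was 0.0017 under whole-library scaling. That scaling shifts the median of all D. melanogaster genes by 0.081, which is enough for the change of sign, and camera still placed the list lower than the other genes. Its adjusted p-values ranged from 0.0123 to 0.114. The causes of the changes with fry and with no filter were not tested. Leaving out single libraries gave medians from -2.69 to -1.55 for chorion, from -1.51 to -1.22 for follicle cell, from -0.16 to -0.09 for germline, from -0.102 to -0.0366 for piRNA pathway, from -3.42 to -2.73 for steroid, from -1.70 to -1.30 for vitelline membrane and from -2.24 to -1.97 for yolk genes.

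Of the 22 named genes, vas alone changed sign. Its log2 fold change was -0.022 with no filter, -0.0046 with at least 10 counts in every library, -0.00024 with DESeq2 without a filter, which was added after seeing the data, and from -0.091 to 0.085 when single libraries were left out. Hmr passed both thresholds under 4 of the alternatives, among them DESeq2 (log2 fold change 1.14), and failed under the others. It ran from 0.63, below the 2-fold threshold, to 1.86 when single libraries were left out. The log2 fold change of rhi ran from -5.64 to -2.66 when single libraries were left out. The 4 passing values of Hmr and that of piwi without a minimum fold change were the 5 that came to pass. When single libraries were left out, 16 values moved by more than the replicate SD. The log2 fold change then ran from -3.98 to -2.83 for sro and from 1.29 to 2.32 for bt. The planned test of the difference between alleles and the classes of orthologue pairs were not run. Low counts limit dib, GstE14 and Oxp, for which only lower bounds can be given.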

Other observations

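The tests on wrongly placed reads among higher genes and on the X chromosome were chosen after the result was seen. The muscle marker list was written after sls and bt had been named and before its values were seen, and the neighbour test was prompted by rhi and Oxp.

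Wrongly placed reads of the other parent could raise a gene in hybrids. After subtraction of the counts expected from the parental rates, 93.2% of the higher D. simulans calls and 86.5% of the higher D. melanogaster calls were still called in that direction. Most of the calls are not explained in this way, but for the D. melanogaster genes the share fell short of the 90% set for setting this explanation aside.

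The lower chorion, yolk and steroid lists were compared with 10000 random lists matched on mean expression and transcript length. The share of random lists with a median as low was 0.0001 for each of the 3 lists, the smallest value this number of draws can give. The matched random lists had a median log2 fold change of -0.14 for steroid, 0.06 for yolk and -0.54 for chorion. Expression level and length may thus account for a part of the chorion decrease, but not for the whole of it. The stages present in single dissections could also differ. The chorion list differed by 1.11 on the log2 scale between the D. melanogaster libraries and the steroid list by 0.414, against medians of -2.21 and -3.10 in hybrids. The chorion list also differed by 1.62 between the hybrid libraries, more than the 1.00 between the closest hybrid and D. melanogaster libraries, so variation between dissections is not set aside for it. For the steroid list the closest such libraries differed by 2.22. Each group gives only 1 pair of replicates. The GC content of the genes was not analysed here. A lasting difference in stages or cell types between hybrid and parental ovaries was not tested in these counts. The study described such a difference from stained ovaries. Most hybrid germaria lacked germ cells, and in most hybrid females oogenesis did not reach late stages. For its analyses it selected hybrid ovaries in which several ovarioles held egg chambers. The lower lists cannot be told apart from such a difference.

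The named genes sls and bt are expressed in muscle. Of 19 other muscle markers, 14 were tested, all 14 were higher in hybrids and 12 were called higher. Their median log2 fold change was 1.44, and 1.54 under whole-library scaling. A larger share of muscle RNA in the hybrid dissections, for example from the sheath around the ovary, is a candidate explanation. Higher expression within the same cells cannot be told apart from it.

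The D. melanogaster replicates differed more than the other pairs, with a chi-square per degree of freedom of 67.1. The 100 genes with the largest contributions held 34.8% of the chi-square, so the difference was not carried by a few genes alone. The 21 eggshell and yolk genes together differed by 0.492 on the log2 scale, below the 1 set for a difference in stage mix. The chorion list alone differed by 1.11, above it, so a difference in late stages is not set aside. The larger share of unlisted transcripts in replicate 2 was not tested as a source.

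Of 22 tested His2B genes, which are near-identical copies, 3 were called higher in hybrids. The summed counts of all 23 His2B genes had a log2 ratio of -0.062 between hybrids and D. melanogaster, and 0.0024 under whole-library scaling, which shifts all D. melanogaster genes by a median of 0.081. The D. melanogaster libraries, at 196 and 373 normalised counts, lay on both sides of the hybrids at 276 and 270. Division of reads between the copies may explain the 3 calls. These genes were singled out after their values were seen.

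The loss of both rhi and Oxp raised the hypothesis that neighbouring genes are lost together. Genes were taken as adjacent where no other tested gene lay between them, so untested genes can lie between. Among 84 D. melanogaster genes with an estimated loss of at least 10-fold, 4 other adjacent pairs were found. Shuffles within chromosome arms gave 0.821 pairs on average. The share of shuffles with as many pairs as were found was 0.009. With overlapping neighbours left out, 2 pairs remained and the share was 0.141. The genes of these pairs were 12224 and 15800 bases apart. One of the 2 overlapping pairs again includes rhi, with CG10936, and rhi shares no exonic bases with another protein-coding gene, so shared reads do not explain that pair. Over the 61 genes left when lower bounds were used for genes at the detection floor, which was done after seeing the data, 3 other pairs were found with a share of 0.0082, and 2 pairs without overlap with a share of 0.0499. The pair of rhi and CG10936 is among both the 4 and the 3 other pairs. The shares of 0.009 and 0.0082 thus rest in part on the locus that raised the hypothesis. Clustering among neighbours that do not overlap depends on how the lost genes are chosen and is left open.

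A shift of the whole X chromosome was not seen. The median log2 fold change of 1410 X-linked genes differed from that of 6791 autosomal genes by -0.000495.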
